A study of Sus scrofa with 12 samples.

How the data were processed

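Liver RNA of 12 miniature pigs from 2 breeds, Wuzhishan and Tibetan, was sequenced on an Illumina HiSeq. Within each breed, 3 pigs received a standard diet and 3 received a diet high in fat and cholesterol (HFC) for 6 months, which makes 4 groups. The labels give an age of 3 to 4 months and do not say when it was taken. With 6 months of feeding it cannot be the age at the end. The sex of the animals, the sequencing batches and any pairing between groups are not given in the sources used here. Replicate numbers were read as names only, since residuals of libraries with the same number were not more alike than those of other libraries.

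The deposited table holds FPKM values, computed by the authors, with 1 column per library (per the file headers). FPKM scales fragments by the length of the gene model and by the mapped fragments of the library. The submitters' processing notes name FastQC for read quality, without a version. The aligner, the program that computed the FPKM, the genome build and the filters are not given in the sources used here, so no chromosome positions are reported. Read counts were not used here, and the depth of each library is therefore unknown, with no counting interval or detection limit computed.

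The table has 25514 loci, of which 5695 are assembled loci without a gene name. Loci known by an Ensembl identifier alone were named from a gene table, which gave a symbol to 2543 of them; among 1778 loci named in both sources, 95.2% had the same symbol. There were 238 loci with several symbols and 27 with a name that a spreadsheet had turned into a date, and neither kind was matched to a gene list. Loci with FPKM of at least 1 in at least 3 of the 12 libraries were tested, which left 13501 loci, 9245 of them with a symbol. More than 1 locus carried the same symbol for 1717 symbols. Values of a named gene are those of 1 locus and may not cover the whole gene.

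Values were analysed as log2(FPKM + 1) in limma 3.58.1 under R 4.3.3, with 1 model of 4 group means over all 12 libraries and empirical Bayes variances with trend and robust options. No scaling between libraries was added to that of the authors. The contrasts were the diet effect within each breed, the breed by diet interaction, the mean diet effect, and the breed difference within each diet, taken as Wuzhishan minus Tibetan. P values were 2-sided and adjusted by the Benjamini-Hochberg method over all tested loci, with a threshold of 0.05 on the adjusted p. A set of 35 gene lists with 779 genes was tested with camera in limma at a preset inter-gene correlation of 0.01, and again with an estimated correlation. Lists with at least 3 tested members entered, and adjustment was over the lists within a contrast. Camera compares a list with all other tested loci, so a list is called lower or higher relative to them. For each list the members past the threshold were also counted when adjusted over the list alone. A KEGG enrichment was added after the data were seen, by Fisher's exact test of the called loci against 3037 tested loci that carry a KEGG term, over 252 terms.

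The groups, contrasts, tests, gene lists, the rule for named genes and most alternative settings were fixed before the data were examined. Named genes were the 8 with the largest rise and the 8 with the largest fall per contrast among called genes with a symbol, mean FPKM of at least 2 in the higher group and no overlap between the libraries of the groups. To these were added up to 3 called members of each list with the smallest adjusted p, and 16 genes always named in the diet contrasts. Where fewer than 5 genes passed, the 10 with the smallest p were named as not passing. Other list members were given as examples, and some genes are not reported here.

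Alternatives were pseudocounts of 0.1 and 0.5, no filter, a filter of FPKM of at least 5, median centring, quantile normalization, scaling each library to the same sum, empirical Bayes without the trend and robust options, sample weights, a block on the replicate number, a fit on the 2 compared groups only, and a fit without each library in turn. Added after the data were seen were a fit without replicate 1 of the Tibetan standard-diet group and replicate 2 of the Tibetan HFC group, median centring together with sample weights, and rescaling to the sum of FPKM without ALB. Calls were also counted over other splits of the libraries.

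The procedure was tested on simulated data that kept the measured means and spreads, with 200 loci changed in each of 5 runs. It recovered 0.3% of loci changed 1.5-fold, 5.4% of those changed 2-fold and 49.1% of those changed 4-fold, and 4.7% of its calls were false. Loci varied independently in it, so it says nothing on correlated genes. It made 0 calls in a contrast that was left unchanged. A list of 20 genes lowered 2-fold was found in 5 of 5 runs. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.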

Results

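Hepatic gene expression was measured by RNA sequencing in Wuzhishan and Tibetan miniature pigs, each fed a standard or an HFC diet, with 3 pigs in each of the 4 groups. The series asks how the liver transcriptome responds to high dietary cholesterol in a pig model of fatty liver disease. The sum of FPKM ran from 263291 to 305590 across the 12 libraries, and 9980 to 13003 loci had FPKM of at least 1. Albumin (ALB) took between 9.45% and 22.9% of the sum. The number of loci with FPKM of at least 1 was 10617 ± 576 (SD, n = 3) in Wuzhishan pigs on standard diet, 11083 ± 395 in Wuzhishan pigs on HFC diet, 11118 ± 1040 in Tibetan pigs on standard diet and 12226 ± 1090 in Tibetan pigs on HFC diet. The leading principal component held 25.5% of the variance and placed the 6 Wuzhishan libraries between -35.4 and -0.9. Replicate 1 of the Tibetan standard-diet group lay at -25.3 and the 5 other Tibetan libraries between 1.4 and 55.6. The median spread within a group was 0.408 on the log2 scale in Tibetan pigs on standard diet, against 0.265 to 0.318 in the other groups.

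The diet effect in Wuzhishan pigs asks which liver genes differ after 6 months of HFC feeding in this breed. Genes of cholesterol synthesis fell. IDI1, which isomerises isopentenyl diphosphate, fell from 252 ± 93.8 to 5.47 ± 2.54 FPKM (SD, n = 3 per group; limma adjusted p = 0.00077). Squalene epoxidase (SQLE) fell from 28.3 ± 1.64 to 0.704 ± 0.0765 FPKM (limma adjusted p = 0.00131). HMGCS1, ACAT2 and CYP51A1 fell by 2.86, 2.97 and 2.88 on the log2 scale. All 19 measured genes of the synthesis list had lower means, 12 of them past the threshold over all loci and 16 when adjusted over the list alone. The median change was -2.34 (limma camera adjusted p = 1.58e-39; adjusted p = 0.0292 with an estimated correlation). The list of sterol uptake and sensing genes fell, with a median of -0.37 over 10 genes (limma camera adjusted p = 2.18e-05; adjusted p = 0.0595 with an estimated correlation). ABCG1, a cholesterol exporter induced by the liver X receptor, rose from 0.604 ± 0.223 to 3.39 ± 1.80 FPKM (limma adjusted p = 0.0331). Its list of liver X receptor targets rose by a median of 0.34 over 6 genes, 1 of them called and 2 adjusted over the list alone (limma camera adjusted p = 0.0125; adjusted p = 0.163 with an estimated correlation; 0.0516 without replicate 3 of the standard-diet group).

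Macrophage genes rose in the Wuzhishan livers on HFC diet. LGALS3, which encodes the macrophage lectin galectin-3, rose from 1.95 ± 0.725 to 72.4 ± 23.5 FPKM (SD, n = 3; limma adjusted p = 0.00218). GM2A, a lysosomal activator of ganglioside breakdown, rose from 7.57 ± 0.936 to 62.5 ± 18.7 FPKM (limma adjusted p = 0.00121). Of 13 measured macrophage markers, 5 rose over all loci and 11 adjusted over the list alone, among them the scavenger receptor MSR1 (1.35 ± 0.691 to 8.40 ± 1.39 FPKM), TYROBP (7.38 ± 1.99 to 25.5 ± 2.06) and CYBB (2.48 ± 0.353 to 11.9 ± 3.49). Their median change was 1.33 (limma camera adjusted p = 3.68e-13; adjusted p = 0.12 with an estimated correlation). The list of lipid-associated macrophage markers rose, with LGALS3 as its called member among 6 (limma camera adjusted p = 0.0159; adjusted p = 0.249 with an estimated correlation; 0.0536 without replicate 3 of the standard-diet group). CD4, the helper T cell co-receptor that macrophages of some species also carry, rose from 2.05 ± 0.733 to 13.2 ± 1.60 FPKM. It was the 1 called gene of 14 T and NK cell markers, whose list rose by a median of 0.44 (limma camera adjusted p = 0.000206; adjusted p = 0.423 with an estimated correlation; 0.189 without replicate 2 of the HFC group). The lysosomal lipase LIPA rose by 1.62, the endotoxin receptor TLR4 by 1.40 and the complement regulator C4BPA by 1.90 on the log2 scale.

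Interferon-stimulated genes rose as a group in Wuzhishan pigs. MX1, an antiviral GTPase, rose from 4.07 ± 1.10 to 54.8 ± 38.8 FPKM (SD, n = 3; limma adjusted p = 0.0128), and USP18, which restrains interferon signalling, rose from 1.18 ± 0.326 to 18.9 ± 15.6 FPKM (limma adjusted p = 0.0262). Of 23 measured genes, 10 rose over all loci and 19 adjusted over the list alone, CMPK2 by 2.13 and IFIT5 by 1.27 on the log2 scale. The median change was 1.67 (limma camera adjusted p = 1.17e-24; adjusted p = 0.0486 with an estimated correlation). ISG12(A), another interferon-induced gene, rose from 12.8 ± 2.67 to 486 ± 412 FPKM, and the chemokine CXCL10 rose from 17.9 ± 9.39 to 158 ± 109 FPKM. CXCL10 and TLR4 were the called members of 25 cytokine and inflammatory signalling genes, a list that rose by a median of 0.61 (limma camera adjusted p = 0.00117; adjusted p = 0.408 with an estimated correlation; 0.133 without replicate 2 of the HFC group). Antigen presentation genes rose too, 4 of 14 over all loci and 10 adjusted over the list alone (median 1.0; limma camera adjusted p = 4.83e-12; adjusted p = 0.12 with an estimated correlation). Among them were the class I gene SLA-7 (3.35 ± 0.441 to 13.4 ± 4.40 FPKM), B2M (139 ± 10.98 to 570 ± 248) and the peptide transporter TAP2 (1.72 ± 0.333 to 5.94 ± 1.44).

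Several metabolic groups were lower in the Wuzhishan livers on HFC diet. Drug metabolism genes fell by a median of -0.91 over 15 genes, with CYP1A1 called and 6 past the threshold adjusted over the list alone (limma camera adjusted p = 4.56e-07; adjusted p = 0.0486 with an estimated correlation). CYP1A1 fell from 18.1 ± 5.78 to 3.61 ± 0.464 FPKM (SD, n = 3). Hepatocyte markers were lower beside them, by a median of -0.20 with 12 of 16 genes lower (limma camera adjusted p = 0.00237; adjusted p = 0.247 with an estimated correlation; 0.117 without replicate 3 of the standard-diet group). Amino acid and urea cycle genes fell, with ASS1, the argininosuccinate synthetase of the urea cycle, going from 438 ± 40.4 to 165 ± 55.2 FPKM as the 1 called member and 5 of 21 adjusted over the list alone (limma camera adjusted p = 2.18e-05; adjusted p = 0.163 with an estimated correlation). The lipogenesis list fell by a median of -0.61 over 17 genes, with 0 members called by limma over all loci and 5 adjusted over the list alone (limma camera adjusted p = 6.44e-06; adjusted p = 0.216 with an estimated correlation). Fatty acid synthase (FASN) was at 429 ± 237 FPKM on standard diet and 31.0 ± 21.1 on HFC diet (limma adjusted p = 0.0518). ACAA2, a thiolase of mitochondrial fatty acid oxidation, fell from 63.1 ± 21.4 to 4.80 ± 2.17 FPKM (limma adjusted p = 0.034), while the list of fatty acid oxidation genes did not pass (limma camera adjusted p = 0.989). CYP7A1, the first enzyme of bile acid synthesis, was at 1.54 ± 0.874 and 9.34 ± 4.88 FPKM (limma adjusted p = 0.468). SCD, CD36, ABCA1, ABCG8 and osteopontin (SPP1) did not pass either, at limma adjusted p of 0.853, 0.727, 0.0774, 0.978 and 0.242. CRIM1 and PIGL, which belong to no list used here, rose by 2.86 and 2.68 on the log2 scale.

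In all, 96 loci rose and 33 fell in Wuzhishan pigs by limma, and 1171 loci had an unadjusted p under 0.05 where chance would give 675. The libraries of the diets did not overlap at 17.7% of loci, where chance would give 10%. The count of 129 depended on single libraries, being 47, 50 and 37 without replicates 1, 2 and 3 of the standard-diet group and 35 and 43 without replicates 1 and 2 of the HFC group. Of 32 named and called genes, 13 passed in each of the 12 fits without 1 library, among them LGALS3, GM2A, PIGL, IDI1, SQLE, ACAT2, CYP51A1, HMGCS1, MSR1, TYROBP and CD4. Of the others, CRIM1 did not pass without replicate 3 of the standard-diet group (limma adjusted p = 0.0511) and MX1 did not without its replicates 2 and 3 (up to 0.0596). ISG12(A), USP18, SLA-7, B2M, TAP2 and CYBB did not pass without any of replicates 1, 2 and 3 of that group and 1 and 2 of the HFC group (limma adjusted p up to 0.147 for TAP2). C4BPA (limma adjusted p up to 0.199) and LIPA (up to 0.191) passed in 3 of the 12 fits, ABCG1 (up to 0.157) and ASS1 (up to 0.136) in 5, and ACAA2 (up to 0.163) in 6. TLR4 (limma adjusted p up to 0.125) passed in 7, and CXCL10 (0.126), CYP1A1 (0.123), IFIT5 (0.0935) and CMPK2 (0.0812) in 8. In a fit on the 6 Wuzhishan libraries alone 22 of the 32 passed, and USP18 (limma adjusted p = 0.123), ISG12(A) (0.119) and CXCL10 (0.0784) were among those that did not.

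**Figure D1:**
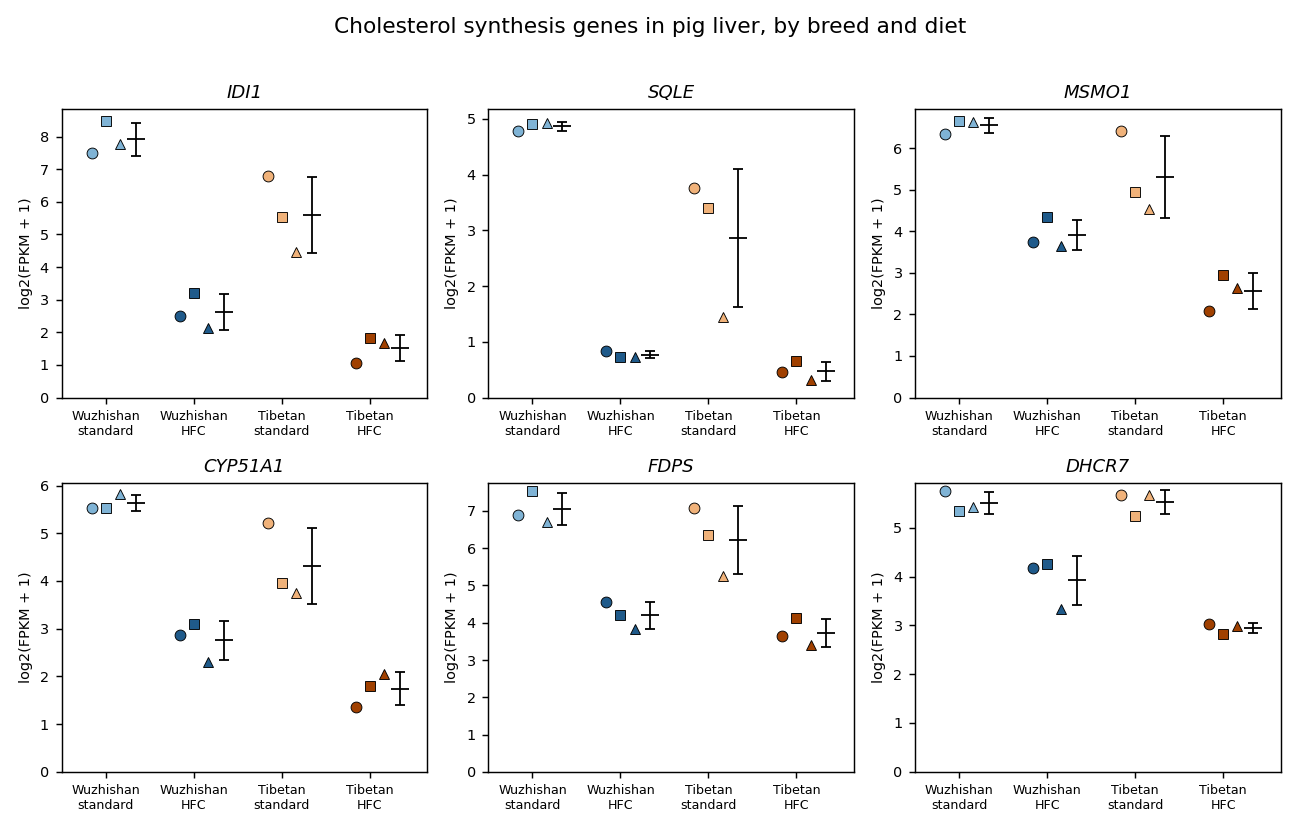
Expression of 6 cholesterol synthesis genes in each of the 12 livers, as log2(FPKM + 1) on the vertical axis against breed and diet on the horizontal axis. Circles, squares and triangles are replicates 1, 2 and 3, and black bars give the mean and SD of the 3 values; in both breeds every HFC library lies below every standard-diet library for each of the 6 genes.

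The diet effect in Tibetan pigs puts the same question to the other breed. Cholesterol synthesis genes fell there too. IDI1 fell from 58.4 ± 45.4 to 1.94 ± 0.769 FPKM (SD, n = 3 per group; limma adjusted p = 0.00589), and DHCR7, which catalyses the last step of cholesterol synthesis, fell from 45.6 ± 7.43 to 6.75 ± 0.562 FPKM (limma adjusted p = 0.00192). EBP fell from 129 ± 70.8 to 16.0 ± 1.32 FPKM, FDPS from 83.8 ± 48.1 to 12.6 ± 3.57, and MSMO1 from 45.6 ± 34.2 to 5.06 ± 1.76. SQLE fell by 2.40 and CYP51A1 by 2.57 on the log2 scale. All 19 measured genes of the list had lower means, 9 of them past the threshold over all loci and 14 adjusted over the list alone (median -1.68; limma camera adjusted p = 9.51e-40; adjusted p = 0.0286 with an estimated correlation). The list of sterol uptake and sensing genes fell by a median of -0.93 (limma camera adjusted p = 0.00036; adjusted p = 0.156 with an estimated correlation), with 0 of 10 members called by limma over all loci, 6 lower and 2 higher adjusted over the list alone. ABCG1 rose from 0.449 ± 0.260 to 2.78 ± 0.155 FPKM (limma adjusted p = 0.047), and its list of liver X receptor targets rose by a median of 0.85 with 4 of 6 genes past the threshold adjusted over the list alone (limma camera adjusted p = 0.00253; adjusted p = 0.156 with an estimated correlation).

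LGALS3 rose from 3.20 ± 4.06 to 95.8 ± 39.9 FPKM in Tibetan pigs (SD, n = 3; limma adjusted p = 0.00296), and GM2A from 9.48 ± 2.79 to 79.2 ± 25.6 FPKM (limma adjusted p = 0.00192). The lysosomal acid ceramidase gene ASAH1 rose from 3.18 ± 2.34 to 14.8 ± 1.74 FPKM. Of 13 macrophage markers, 5 rose over all loci and 11 adjusted over the list alone, among them MSR1 (1.85 ± 0.564 to 10.1 ± 2.0 FPKM), TYROBP (13.0 ± 0.941 to 39.7 ± 5.56) and TIMD4, a receptor for dying cells on resident macrophages (7.74 ± 1.98 to 33.4 ± 4.88). Their median change was 1.41 (limma camera adjusted p = 1.39e-11; adjusted p = 0.156 with an estimated correlation). The list of lipid-associated macrophage markers rose by a median of 1.11 (limma camera adjusted p = 0.00169; adjusted p = 0.184 with an estimated correlation). CD4 rose from 3.41 ± 1.39 to 14.6 ± 0.304 FPKM as the 1 called T and NK cell marker of 14 (limma camera adjusted p = 0.00107 for the list; adjusted p = 0.409 with an estimated correlation). The interferon-stimulated list rose by a median of 1.11, with 0 of 23 members called by limma over all loci and 16 adjusted over the list alone (limma camera adjusted p = 3.46e-09; adjusted p = 0.184 with an estimated correlation). MX1 was at 12.3 ± 9.66 FPKM on standard diet and 38.0 ± 11.9 on HFC diet (limma adjusted p = 0.205), and USP18 at 1.60 ± 0.211 and 6.21 ± 2.17 FPKM (limma adjusted p = 0.32). Cytokine and inflammatory signalling genes rose by a median of 0.70 with 25 of 25 genes higher, 0 called by limma over all loci and 4 adjusted over the list alone (limma camera adjusted p = 0.00222; adjusted p = 0.409 with an estimated correlation; 0.0784 without replicate 1 of the standard-diet group and 0.0925 without replicate 2 of the HFC group). Antigen presentation genes rose by a median of 0.99, with 0 of 14 called by limma over all loci and 12 adjusted over the list alone (limma camera adjusted p = 4.26e-08; adjusted p = 0.184 with an estimated correlation).

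IGFBP1, an insulin-repressed binding protein for insulin-like growth factors, fell from 282 ± 74.9 to 71.3 ± 30.7 FPKM (SD, n = 3; limma adjusted p = 0.025). It was the 1 called member of 18 glucose and insulin genes, whose list fell by a median of -0.19 (limma camera adjusted p = 0.000398; adjusted p = 0.156 with an estimated correlation). Hepatocyte markers were lower relative to other genes, with a median change of -0.13 (limma camera adjusted p = 0.00181, and 0.242 with an estimated correlation). PCK1, the gluconeogenic carboxykinase of the glucose list, was at 590 ± 93.1 and 131 ± 86.5 FPKM (limma adjusted p = 0.0559). The glucose transporter gene SLC2A4 rose from 3.26 ± 1.85 to 28.4 ± 9.99 FPKM, the AMP deaminase gene AMPD3 from 1.06 ± 0.517 to 9.05 ± 3.46, and AMBN, best known as an enamel protein gene, from 0.111 ± 0.0653 to 4.09 ± 0.833. SUDS3 was listed at 0 in the 3 standard-diet libraries and was at 4.53 ± 1.504 FPKM on HFC diet (limma adjusted p = 0.0373). Amino acid and urea cycle genes were lower relative to other genes, with a median change of -0.14 over 21 genes. Of these, 0 were called by limma over all loci and 1 adjusted over the list alone. The list passed at a limma camera adjusted p of 0.00264. It did not with an estimated correlation (adjusted p = 0.312) or without replicate 3 of the HFC group (0.0863). With limma fry, which tests a list by itself, its adjusted p was 0.687. FASN was at 37.2 ± 39.6 and 39.8 ± 7.69 FPKM (limma adjusted p = 0.821), and the lipogenesis list did not pass (median 0.21; limma camera adjusted p = 0.721). CYP7A1, ABCA1, ABCG8, SCD, CD36 and SPP1 did not pass, at limma adjusted p of 0.784, 0.25, 0.263, 0.274, 0.559 and 0.348. Adipocyte markers rose by a median of 0.96 over 5 genes (limma camera adjusted p = 0.0428; adjusted p = 0.452 with an estimated correlation). That call ended at 0.264 and 0.234 without replicates 2 and 3 of the standard-diet group, 0.0724 and 0.103 without replicates 1 and 2 of the HFC group. It was 0.0504, 0.0508 and 0.0545 without replicate 2 of the Wuzhishan standard-diet group and replicates 2 and 3 of the Wuzhishan HFC group. The call held in 5 of the 12 fits without 1 library, at a limma camera adjusted p down to 5.54e-07. The lipid droplet gene PLIN1 was at 11.03 ± 18.5 FPKM on standard diet, a mean that replicate 1 set with 32.4 against 0.409 and 0.286 in the others. On HFC diet PLIN1 was at 22.4 ± 9.20 FPKM (limma adjusted p = 0.348). Over 26 settings its limma adjusted p ran from 0.000202 to 0.724, and it passed in 4 of them.

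In all, 53 loci rose and 13 fell in Tibetan pigs by limma, and 1442 loci had an unadjusted p under 0.05. The libraries of the diets did not overlap at 12.9% of loci, where chance would give 10%. The median of all loci was 0.175 higher on HFC diet on the log2 scale, and with each library centred on its median 33 loci rose and 24 fell. The count of 66 became 359 without replicate 1 of the standard-diet group, 36 without its replicate 2, and 38, 36 and 39 without replicates 1, 2 and 3 of the HFC group. Of 21 named and called genes, 11 passed in each of the 12 fits without 1 library: LGALS3, GM2A, SLC2A4, AMPD3, AMBN, IDI1, EBP, DHCR7, CYP51A1, MSR1 and CD4. Of the others, MSMO1 did not pass without replicate 1 (limma adjusted p = 0.0612) and TYROBP without replicate 3 of the HFC group (0.0564). SQLE (limma adjusted p up to 0.161) and ABCG1 (up to 0.135) passed in 2 of the 12 fits, and SUDS3 (up to 0.13) in 4. ASAH1 (limma adjusted p up to 0.1) passed in 7, TIMD4 (0.1) and IGFBP1 (0.104) in 8, and FDPS (0.0964) in 9. In a fit on the 6 Tibetan libraries alone 6 loci passed in place of 66, with DHCR7, AMBN and SUDS3 as 3 of the 21 named genes (limma adjusted p = 0.0313, 0.0499 and 0.0499). LGALS3, IDI1, MSR1, CD4, SLC2A4, AMPD3 and EBP were then at a limma adjusted p of 0.118, GM2A at 0.066 and CYP51A1 at 0.139.

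**Figure D2:**
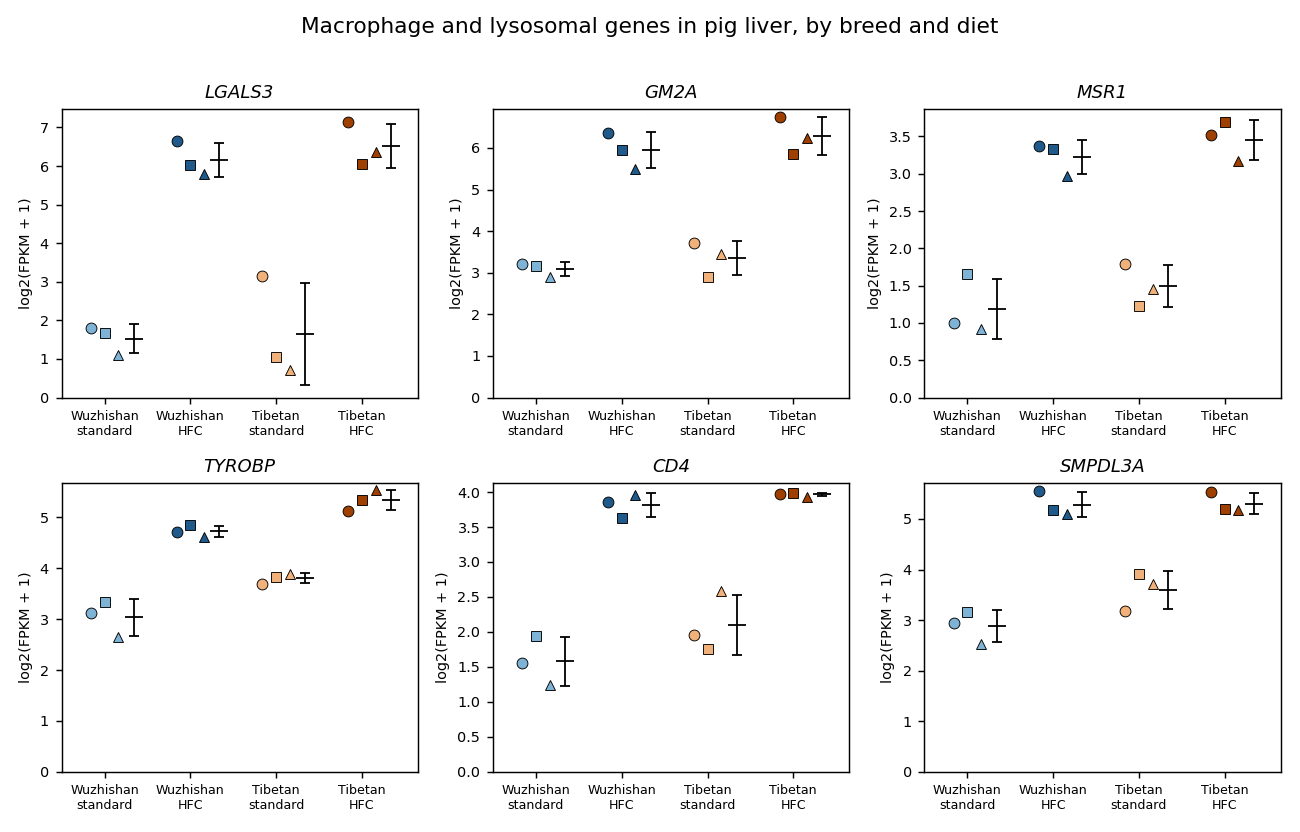
Expression of 6 macrophage and lysosomal genes in each of the 12 livers, as log2(FPKM + 1) on the vertical axis against breed and diet on the horizontal axis. Circles, squares and triangles are replicates 1, 2 and 3, and black bars give the mean and SD of the 3 values; in both breeds every HFC library lies above every standard-diet library for each of the 6 genes.

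The responses of the breeds were then set against each other. Of the loci called in either breed, 33 were called in both with the same sign, 23 higher and 10 lower. Independence would give 0.38 and 0.03. Both calls used the same variance per locus from 1 fit, so they are not independent and these values are no measure of chance. The 10 that fell in both breeds include 9 cholesterol synthesis genes, among them IDI1, SQLE, ACAT2, CYP51A1, FDPS, EBP, MSMO1 and DHCR7. Those that rose in both include the macrophage genes LGALS3, MSR1, TIMD4, TYROBP, CYBB and SIGLEC1, the lysosomal genes GM2A, GRN, PLD3, SCPEP1 and IFI30, and the exporter ABCG1. Of 96 loci that rose in Wuzhishan pigs 95 had a positive change in Tibetan pigs, and of 33 that fell 25 had a negative one. In reverse, 48 of 53 loci that rose and 12 of 13 that fell in Tibetan pigs had the same sign in Wuzhishan pigs, where the median of all loci was higher by 0.175 in Tibetan and 0.052 in Wuzhishan pigs on HFC diet. Across all 13501 loci the changes in the breeds had Pearson r = 0.271 and Spearman rho = 0.191, a correlation across genes, which are not independent replicates. In fits on 2 groups alone 3 loci were called in both breeds. The shared count was 68 without replicate 1 of the Tibetan standard-diet group, 20 without its replicate 2, 18 without replicate 3 of the Wuzhishan standard-diet group, 17 without replicate 1 of the Wuzhishan HFC group, and 18, 20 and 20 without replicates 1, 2 and 3 of the Tibetan HFC group.

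The breed by diet interaction tests whether the diet effects differ. No locus passed in limma (0 loci; smallest adjusted p = 0.55), and 698 had an unadjusted p under 0.05 where chance would give 675. The 10 named genes with the smallest p were TMED5, NOP10, KIF1A, ZNF358, AMPD3, DEF8, SLC25A13, MIOX;ADM2, SNORA1 and TERT, and none of them passed. AMPD3 was at 1.23 ± 0.317 and 1.59 ± 0.600 FPKM in Wuzhishan pigs on standard and HFC diet (SD, n = 3; limma adjusted p = 0.653 for the interaction). FASN differed by -4.52 between the diet effects, with a limma adjusted p of 0.747. The diet effects on SQLE differed by -1.71 (limma adjusted p = 0.933), and those on MX1 and USP18 by 1.54 and 1.38 (limma adjusted p = 0.966 and 0.997). The count became 19 without replicate 1 of the Tibetan standard-diet group, and 1 without any of replicate 3 of that group, replicate 2 of the Tibetan HFC group and replicates 2 and 3 of the Wuzhishan HFC group.

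Averaged over both breeds, the diet effect compares the 6 HFC libraries with the 6 on standard diet. Among called genes with a symbol, FPKM of at least 2 in the higher group and no overlap between libraries, the largest rises were in LGALS3 (4.75 on the log2 scale; limma adjusted p = 6.41e-05), ISG12(A) (3.26), GM2A (2.89), MX1 (2.50), USP18 (2.12), CRIM1 (2.12), CD4 (2.05) and SMPDL3A (2.05), a secreted phosphodiesterase of macrophages. IDI1 fell by 4.68, SQLE by 3.25, EBP by 2.73, CYP51A1 by 2.73, MSMO1 by 2.69, FDPS by 2.67 and the fatty acid desaturase FADS1 by 2.59. Of 19 cholesterol synthesis genes, ACAT2 among them, 14 fell over all loci and 16 adjusted over the list alone (median -2.08; limma camera adjusted p = 2.41e-49; adjusted p = 0.0141 with an estimated correlation). INSIG1, which holds the sterol sensor in the endoplasmic reticulum, fell by 2.31. ABCG1 rose by 1.39 and ABCA1, which loads cholesterol onto apolipoprotein A-I, rose by 0.89. FADS1 was the 1 called member of 17 lipogenesis genes, a list that passed as lower with a median of 0.05 and a mean of -0.31 (limma camera adjusted p = 0.00158; adjusted p = 0.338 with an estimated correlation). FASN, SCD, CD36, CYP7A1 and ABCG8 did not pass, at limma adjusted p of 0.245, 0.716, 0.297, 0.317 and 0.507.

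Of 13 macrophage markers, 11 rose (median 1.25; limma camera adjusted p = 8.62e-15; adjusted p = 0.082 with an estimated correlation), among them MSR1, TYROBP, TIMD4 and the complement gene C1QC. C1QC went from 63.1 ± 28.3 to 178 ± 64.8 FPKM in Wuzhishan pigs and from 109 ± 16.5 to 289 ± 36.7 FPKM in Tibetan pigs (SD, n = 3 per group; limma adjusted p = 0.00816 for the mean effect). SPP1, a marker of lipid-associated macrophages, rose from 6.56 ± 1.31 to 42.9 ± 25.9 and from 5.31 ± 1.59 to 31.8 ± 30.2 FPKM (limma adjusted p = 0.0494), a call that held without replicate 2 of the Wuzhishan HFC group or replicate 2 of the Tibetan HFC group and ended without any other library, at up to 0.126. Lysosomal genes rose: 17 of 78 tested loci of the KEGG lysosome term were called higher where 2.9 would be expected by chance (Fisher's exact test, adjusted p = 4.15e-07 over 252 terms). Among them LIPA rose by 1.41 and ASAH1 by 1.78 on the log2 scale. The phagosome term had 16 of 90 loci called higher (Fisher's exact test, adjusted p = 1.44e-05). Of 23 interferon-stimulated genes, 16 rose (median 1.43; limma camera adjusted p = 7.04e-21; adjusted p = 0.0673 with an estimated correlation), with CMPK2 and IFIT5 next to MX1. Of 14 antigen presentation genes, 9 rose, with SLA-7, B2M and PSMB8 having the smallest adjusted p (median 0.97; limma camera adjusted p = 2.88e-13; adjusted p = 0.082 with an estimated correlation). TLR4, IL18 and CXCL10 were among 5 of 25 cytokine and signalling genes that rose, and C4BPA rose by 1.85.

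Hepatocyte functions were lower in places. CYP1A1 fell by 1.38, PCK1 by 1.78, IGFBP1 by 1.06, ASS1 by 1.28 and the hepatocyte secretory gene FETUB by 1.12 on the log2 scale. IGFBP1 was at 291 ± 119 and 257 ± 21.0 FPKM in Wuzhishan pigs (SD, n = 3; limma adjusted p = 0.988), and it fell by 2.01 on the log2 scale in Tibetan pigs. No locus passed the interaction, so a breed difference in this change is not shown. FETUB was the 1 called gene of 16 hepatocyte markers, whose list fell by a median of -0.20 (limma camera adjusted p = 5.97e-05; adjusted p = 0.113 with an estimated correlation). Averaged over both breeds, drug metabolism genes fell by a median of -0.60 and amino acid and urea cycle genes by -0.33 (limma camera adjusted p = 8.42e-06 and 4.32e-06; adjusted p = 0.0695 and 0.106 with an estimated correlation). The drug metabolism list had a median of -0.91 in Wuzhishan pigs. In Tibetan pigs its median was 0.06, with 9 of 15 genes higher and 0 called, and it did not pass (limma camera adjusted p = 0.123). For the mean effect the matrix list did not pass (median 0.04; limma camera adjusted p = 0.439). Of single genes, TIMP2, an inhibitor of matrix metalloproteinases, rose by 1.33, and the erythroid membrane gene GYPC rose by 0.89. The genes ABCG5, PLIN2, TNF, TREM2 and COL1A1 were not analysed here.

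Over both breeds 326 loci rose and 39 fell by limma, and 1693 had an unadjusted p under 0.05. The median of all loci was 0.11 higher on HFC diet, and with each library centred on its median 196 rose and 57 fell. The count of 365 became 589 and 222 without replicates 1 and 2 of the Tibetan standard-diet group, 220 without replicate 3 of the Wuzhishan standard-diet group and 235 without replicate 1 of the Wuzhishan HFC group. Of 43 named and called genes, 37 passed in each of the 12 fits without 1 library, and 6 did not. PCK1 passed in 10 of the 12, the losses being without replicate 3 of the Wuzhishan and replicate 2 of the Tibetan standard-diet group (limma adjusted p up to 0.0537). GYPC passed in 6 (limma adjusted p up to 0.0728), CXCL10 in 5 (0.0711), IGFBP1 in 3 (0.102), and FETUB (0.101) and SPP1 (0.126) in 2.

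**Figure D3:**
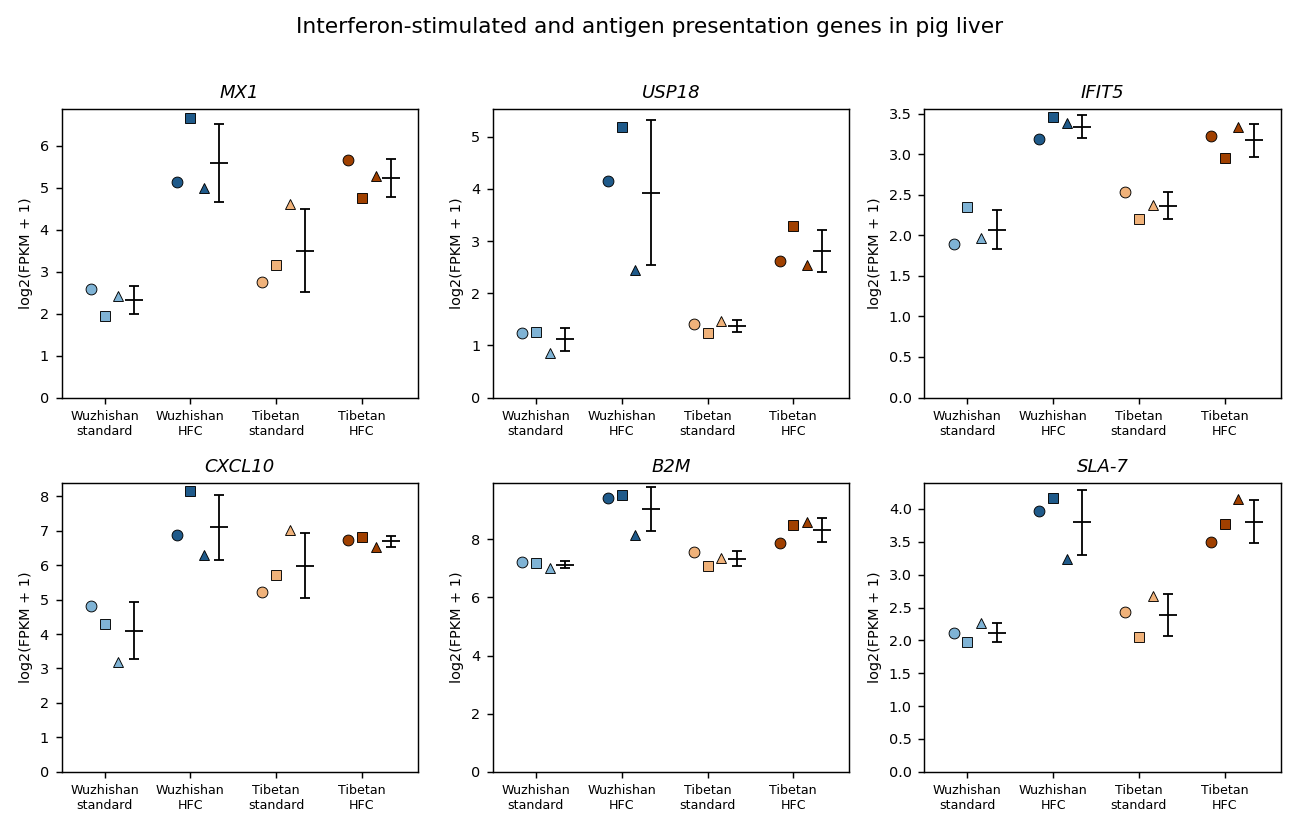
Expression of 4 genes induced by interferon (MX1, USP18, IFIT5, CXCL10) and 2 of antigen presentation (B2M, SLA-7) in each of the 12 livers, as log2(FPKM + 1) on the vertical axis against breed and diet on the horizontal axis. Circles, squares and triangles are replicates 1, 2 and 3, and black bars give the mean and SD of the 3 values; the Wuzhishan HFC group spreads widely for MX1, with 54.8 ± 38.8 FPKM.

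The breed difference on standard diet compares pigs fed that diet for the same 6 months. No locus passed in limma (0 loci; smallest adjusted p = 0.0539), while 1885 had an unadjusted p under 0.05 where chance would give 675. SQLE was at 28.3 ± 1.64 FPKM in Wuzhishan and 7.93 ± 5.56 in Tibetan pigs (SD, n = 3; limma adjusted p = 0.15). The cholesterol synthesis list was higher in Wuzhishan pigs by a median of 0.73, with 8 of 19 genes past the threshold adjusted over the list alone (limma camera adjusted p = 3.48e-07; adjusted p = 0.48 with an estimated correlation). The lipogenesis list was higher by a median of 0.88, with 4 of 17 genes adjusted over the list alone (limma camera adjusted p = 2.41e-05; adjusted p = 0.48 with an estimated correlation). FASN was at 429 ± 237 FPKM in Wuzhishan and 37.2 ± 39.6 in Tibetan pigs (limma adjusted p = 0.135). Interferon-stimulated and antigen presentation genes were lower in Wuzhishan pigs by medians of -0.46 and -0.37 (limma camera adjusted p = 0.00606 and 0.00383; adjusted p = 0.629 and 0.608 with an estimated correlation). The interferon call rested on replicate 3 of the Tibetan group, without which the limma camera adjusted p was 0.138. Macrophage markers were lower in Wuzhishan pigs by a median of -0.64 (limma camera adjusted p = 0.0205; adjusted p = 0.629 with an estimated correlation; 0.0983 without replicate 3 of the Wuzhishan and 0.152 without replicate 1 of the Tibetan standard-diet group). Hepatocyte markers were higher by a median of 0.46 (limma camera adjusted p = 0.00258; adjusted p = 0.48 with an estimated correlation; 0.0634 without replicate 3 of the Wuzhishan group).

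Among the genes named as not passing on standard diet were SPATA17, KIF1A, SNORA8, HAPLN3, RABGAP1L, SWSAP1, ATP1B1, STIP1 and POC5. SPATA17 was at 5.47 ± 3.05 FPKM (SD, n = 3) in Wuzhishan pigs and listed at 0 in all 6 Tibetan libraries. The co-chaperone gene STIP1 was at 10.5 ± 1.76 FPKM in Wuzhishan and 41.1 ± 15.4 in Tibetan pigs (limma adjusted p = 0.0799). The libraries of the breeds did not overlap at 17.3% of loci, where chance would give 10%. Without replicate 1 of the Tibetan standard-diet group 397 loci passed, 189 higher and 208 lower in Wuzhishan pigs. The count was 8 and 2 without replicates 2 and 3 of the Wuzhishan HFC group, and 1 without replicate 2 of the Tibetan standard-diet group or replicate 1 of the Tibetan HFC group.

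On HFC diet the breeds differed in single genes. Gene lists passed with the preset correlation, and none did with an estimated correlation (smallest adjusted p = 0.277). TGM2, the tissue transglutaminase that crosslinks proteins, was lower in Wuzhishan pigs, at 11.6 ± 3.25 against 69.8 ± 4.77 FPKM (SD, n = 3; limma adjusted p = 0.00296). Also lower were ZNF358 (2.85 ± 1.03 against 18.7 ± 4.93 FPKM), AMPD3 (1.59 ± 0.600 against 9.05 ± 3.46) and the adrenergic receptor gene ADRA2A (0.231 ± 0.103 against 3.31 ± 0.761). S100A10, a partner of annexin A2, was higher in Wuzhishan pigs at 83.7 ± 14.8 against 29.0 ± 2.85 FPKM (limma adjusted p = 0.0479), and so was the cold channel gene TRPM8 at 14.2 ± 2.04 against 2.04 ± 1.74 FPKM (limma adjusted p = 0.0482). Adipocyte markers were lower in Wuzhishan pigs by a median of -0.97, 4 of 5 of them past the threshold adjusted over the list alone (limma camera adjusted p = 0.00141; adjusted p = 0.501 with an estimated correlation). PLIN1 was at 0.490 ± 0.192 in Wuzhishan and 22.4 ± 9.20 FPKM in Tibetan pigs (limma adjusted p = 0.15), and the hormone-sensitive lipase gene LIPE at 0.159 ± 0.0385 and 6.94 ± 2.68 FPKM (limma adjusted p = 0.15). Erythroid genes were lower in Wuzhishan pigs by a median of -1.59, 4 of 6 adjusted over the list alone (limma camera adjusted p = 0.00427; adjusted p = 0.479 with an estimated correlation), with the haemoglobin gene HBB at 120 ± 93.7 against 1258 ± 630 FPKM (limma adjusted p = 0.15). The erythroid call ended without replicate 3 of the Wuzhishan HFC group, at a limma camera adjusted p of 0.0635. Glucose and insulin genes were higher in Wuzhishan pigs by a median of 0.41 (limma camera adjusted p = 6.71e-05; adjusted p = 0.277 with an estimated correlation). The cholesterol synthesis list was higher on this diet too, by a median of 0.33 (limma camera adjusted p = 0.000483; adjusted p = 0.512 with an estimated correlation). Hepatocyte markers were higher by 0.23 and immediate early genes by 0.69 (limma camera adjusted p = 0.00115 and 0.000741; adjusted p = 0.479 for both with an estimated correlation), and matrix genes were lower by a median of -0.55 (limma camera adjusted p = 0.00592; adjusted p = 0.64 with an estimated correlation). Macrophage markers were lower in 13 of 13 genes (limma camera adjusted p = 0.0497; adjusted p = 0.684 with an estimated correlation). That call ended at 0.682 without replicate 3 of the Wuzhishan HFC group, 0.0501 without replicate 1 of the Wuzhishan standard-diet group, 0.0737, 0.0517 and 0.0659 without replicates 1, 2 and 3 of the Tibetan standard-diet group, and 0.135 and 0.0534 without replicates 2 and 3 of the Tibetan HFC group.

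On HFC diet 6 loci were higher and 15 lower in Wuzhishan pigs by limma, and 2083 had an unadjusted p under 0.05. The libraries of the breeds did not overlap at 23.5% of loci, where chance would give 10%, and the median of all loci was lower in Wuzhishan pigs by -0.178 on the log2 scale. The count of 21 became 215 without replicate 1 and 9 without replicate 2 of the Tibetan standard-diet group, 7, 13 and 4 without replicates 1, 2 and 3 of the Wuzhishan standard-diet group, 1 and 10 without replicates 1 and 3 of the Wuzhishan HFC group, and 10 without replicate 3 of the Tibetan HFC group. Of the 6 named and called genes, TGM2 passed in each of the 12 fits without 1 library. ZNF358 did not pass without replicate 1 of the Wuzhishan HFC group (limma adjusted p = 0.124). TRPM8, S100A10, AMPD3 and ADRA2A passed in 3, 2, 3 and 4 of the 12 fits (limma adjusted p up to 0.249, 0.201, 0.201 and 0.201). In a fit on the 6 HFC libraries alone 84 loci passed, while TRPM8 and AMPD3 did not (limma adjusted p = 0.102 and 0.058).

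**Figure D4:**
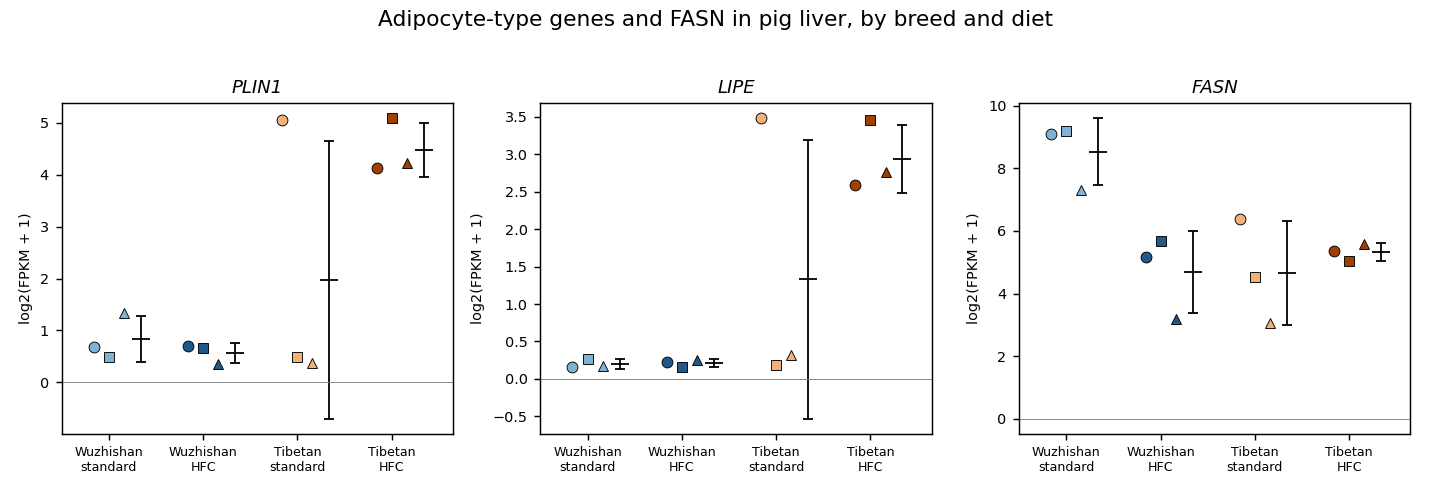
Expression of PLIN1, LIPE and FASN in each of the 12 livers, as log2(FPKM + 1) on the vertical axis against breed and diet on the horizontal axis. Circles, squares and triangles are replicates 1, 2 and 3, and black bars give the mean and SD of the 3 values; in the Tibetan standard-diet group replicate 1 has PLIN1 at 32.4 FPKM, near the 22.4 ± 9.20 FPKM of the Tibetan HFC group.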

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

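All tests of explanations in this part were chosen after the result was seen.

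The diet effect on 6 gene lists differed between the breeds in the interaction test of limma camera with the preset correlation, and each had an adjusted p of 0.587 with an estimated correlation. No single gene passed the interaction in limma (0 loci, with 698 at an unadjusted p under 0.05), and 3 of the 6 lists (lipogenesis, interferon and drug metabolism) passed after median centring. Lipogenesis genes had a median difference of -1.12 between the diet effects (Wuzhishan minus Tibetan; limma camera adjusted p = 0.00151), the call being kept in each of the 12 fits without 1 library. Drug metabolism genes had a median difference of -0.96 (limma camera adjusted p = 0.00611, 0.0801 without replicate 1 of the Tibetan HFC group and 0.0669 without replicate 3 of the Wuzhishan standard-diet group). Endoplasmic reticulum stress genes had a median difference of 0.22 (limma camera adjusted p = 0.0262, 0.744 without replicate 3 of the Tibetan standard-diet group, 0.0791 and 0.117 without replicates 2 and 3 of the Tibetan HFC group, and 0.13 and 0.0539 without replicates 1 and 2 of the Wuzhishan standard-diet group). Erythroid genes had a median difference of -1.18 (limma camera adjusted p = 0.0382, 0.401 and 0.0895 without replicates 1 and 2 of the Tibetan standard-diet group, 0.0801 and 0.0694 without replicates 1 and 2 of the Tibetan HFC group, 0.0881 and 0.0657 without replicates 1 and 2 of the Wuzhishan standard-diet group, and 0.244 without replicate 3 of the Wuzhishan HFC group). Immediate early genes, which respond within minutes to handling of tissue, had a median difference of 0.27 (limma camera adjusted p = 0.0298, 0.0677 and 0.228 without replicates 1 and 2 of the Wuzhishan HFC group, 0.134 and 0.0657 without replicates 1 and 2 of the Wuzhishan standard-diet group, 0.206 without replicate 1 of the Tibetan standard-diet group, and 0.0801 without replicate 1 of the Tibetan HFC group).

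Interferon-stimulated genes had a median difference of 0.64 (limma camera adjusted p = 8.42e-07), 21 of 23 genes having the larger rise in Wuzhishan pigs. Library scaling is argued against, since the median difference was 0.78 after median centring, and a single library as the whole cause is too, although the size depends on single libraries, at 0.33 without replicate 2 of the Wuzhishan HFC group and 0.34 without replicate 3 of the Tibetan standard-diet group. More immune cells in Wuzhishan livers on HFC diet are argued against for macrophages: the median difference was 0.06 over 13 macrophage markers (quartiles -0.48 to 0.15), against quartiles of 0.29 to 0.88 for the interferon genes. On standard diet the list was lower in Wuzhishan pigs by -0.46 (limma camera adjusted p = 0.00606, and 0.138 without replicate 3 of the Tibetan group), as were macrophage markers by -0.64 (limma camera adjusted p = 0.0205, 0.0983 without replicate 3 of the Wuzhishan and 0.152 without replicate 1 of the Tibetan standard-diet group; adjusted p = 0.629 for both lists with an estimated correlation), and on HFC diet it was higher by 0.10 (limma camera adjusted p = 0.0312, 0.8 without replicate 2 of the Wuzhishan HFC group, 0.25 and 0.126 without replicates 2 and 3 of the Tibetan HFC group; adjusted p = 0.684 with an estimated correlation). As list means, the difference of 0.55 between the diet effects came from -0.45 on standard diet and 0.10 on HFC diet (Wuzhishan minus Tibetan). Most of it lay in the lower level of Wuzhishan pigs on standard diet, a call that rested on replicate 3 of the Tibetan group. Whether an infection or other exposure of some animals took part stays open as untested.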

How the results depend on the processing

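The alternatives without replicates 1 and 2 of 2 Tibetan groups, with centring and weights together, and without ALB were chosen after seeing the data, as were those on loci called in both breeds. Among 169 gene results over 26 settings (148 with FPKM of at least 5, 101 in the fits on 2 groups), 0 results with a call changed sign. FASN in Tibetan pigs (-0.12 without replicate 3 of the standard-diet group) and ABCG8 in Wuzhishan pigs (0.091 and 0.161 without replicate 2 of the standard-diet and of the HFC group) changed sign without a call. With median centring 153 kept their direction and side of the threshold, 9 lost a call and 7 gained one. Among 77 list calls, 71 held after median centring and 60 after quantile normalization, and 5 held with an estimated correlation. Read depth is unknown, so its limits were not computed.

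With the estimated correlation, lists past the threshold were 3 and 1 for the diet effect in Wuzhishan and Tibetan pigs, 1 for the mean effect, and 0 for the interaction and for the breeds on either diet. Interaction lists were 3 with median centring and 3 with quantile normalization. Without a filter the diet effect in Wuzhishan pigs had 63 loci and the breeds 2 (standard diet) and 8 (HFC diet), more loci being tested. With FPKM of at least 5, fewer being tested, there were 83 in Wuzhishan pigs, 174 for the mean effect and 2 between breeds on HFC diet. Sample weights gave 287 (Wuzhishan), 1487 (Tibetan), 1 (interaction), 1131 (mean), 1427 and 679 (breeds on standard and HFC diet) and 183 loci called in both breeds. With median centring added these were 269, 370, 1, 654, 992, 272 and 105. A block on replicate number gave 79 in Wuzhishan pigs and 3 between breeds on HFC diet. Fits on 2 groups gave 6 in Tibetan pigs, 5 and 84 between breeds on standard and HFC diet, and 3 in both breeds, with fewer samples behind each spread. Without replicate 1 of the Tibetan standard-diet group and replicate 2 of the Tibetan HFC group there were 139 (Tibetan), 20 (interaction), 740 and 210 (breeds on standard and HFC diet). Between breeds on standard diet, median centring gave 9, quantile normalization 12, pseudocount 0.1 gave 1, scaling to the same sum 1, empirical Bayes without trend 1 and the sum without ALB 3. On HFC diet pseudocount 0.1 gave 11 and scaling to the same sum 13. The cause of these changes in count was not tested in any setting.

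Without 1 library in turn, counts ran from 35 to 174 in Wuzhishan pigs, 36 to 359 in Tibetan pigs, 0 to 19 for the interaction, 220 to 589 for the mean effect, 0 to 397 and 1 to 215 between breeds on standard and HFC diet, and 17 to 68 in both breeds. Lists past the threshold ran from 12 to 17, 13 to 19, 3 to 7, 15 to 18, 10 to 17 and 11 to 17 in the same order of contrasts. Pearson r of the diet effects ran from 0.162 to 0.324.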

Other observations

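Tests chosen after the result was seen were those of the adipocyte genes and of the Tibetan standard-diet replicate 1; the counts over other splits were planned.

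Bile acid, oxidative phosphorylation and endothelial genes did not pass with the diet in either breed. Bile acid genes had a median change of 0.03 in Wuzhishan and 0.13 in Tibetan pigs (limma camera adjusted p = 0.989 and 0.336), and nuclear genes of oxidative phosphorylation 0.05 and 0.02 (limma camera adjusted p = 0.803 and 0.254). Endothelial markers had medians of -0.11 and 0.11, with limma camera adjusted p of 0.287 and 0.721. Stellate and mural cell markers passed as lower relative to other genes in both breeds, with medians of -0.21 and 0.01 and means of -0.21 and -0.03 (limma camera adjusted p = 0.0422 and 0.0351; adjusted p = 0.324 and 0.312 with an estimated correlation), and the list passed for the mean effect with a median of -0.03, as it did in 12 of the 12 fits without 1 library (limma camera adjusted p = 0.00583, and up to 0.0227; adjusted p = 0.164 with an estimated correlation). Within the breeds calls ended: in Wuzhishan pigs the limma camera adjusted p of these markers was 0.134 and 0.0758 without replicates 1 and 2 of the standard-diet group and 0.133 and 0.173 without replicates 2 and 3 of the HFC group, and in Tibetan pigs 0.111 and 0.0582 without replicates 1 and 3 of the standard-diet group and 0.102 without replicate 1 of the HFC group. Circadian clock genes fell by a median of -0.51 in Wuzhishan pigs (limma camera adjusted p = 0.0224; adjusted p = 0.163 with an estimated correlation), a call that ended at 0.0511 and 0.173 without replicate 3 of the standard-diet group and replicate 3 of the HFC group. Immediate early genes had a median change of 0.60 in Wuzhishan pigs and erythroid genes of 0.79 in Tibetan pigs (limma camera adjusted p = 0.0616 and 0.184). Cholangiocyte markers rose by a median of 0.69 in Tibetan pigs (limma camera adjusted p = 0.0482; adjusted p = 0.184 with an estimated correlation), a call that ended at 0.0923 without replicate 3 of the standard-diet group, 0.0872, 0.0922 and 0.0692 without replicates 1, 2 and 3 of the HFC group, and 0.0547 and 0.0554 without replicates 2 and 3 of the Wuzhishan standard-diet group. Between the breeds on HFC diet, bile acid genes were higher in Wuzhishan pigs by a median of 0.56 and fatty acid oxidation genes by 0.34 (limma camera adjusted p = 6.71e-05 and 0.000461; adjusted p = 0.501 and 0.512 with an estimated correlation), next to hepatocyte markers by 0.23 and immediate early genes by 0.69 (limma camera adjusted p = 0.00115 and 0.000741; adjusted p = 0.479 for both with an estimated correlation). CD14, a co-receptor for endotoxin, was at 10.96 FPKM in replicate 3 of the Wuzhishan HFC group and at 255 to 642 FPKM in the other 11 libraries.

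Adipocyte genes were higher in Tibetan than in Wuzhishan livers on HFC diet, and PLIN1 (32.4 FPKM), LIPE (10.2) and PPARG (3.43) were at a like level in replicate 1 of the Tibetan standard-diet group. A higher FPKM scale in the Tibetan HFC libraries is argued against, since the median difference of the 5 markers was -0.78 after median centring, next to -0.97 without it. Adipocytes or adipose tissue in the sampled piece may be a source: of 8 detected genes of another adipocyte list, 3 (CIDEC, TUSC5 and TENM4) were higher in every Tibetan HFC library, against 18.7% of all tested loci, which leaves this open, and the genes shared with the earlier list had been removed after an initial count. CIDEC, TUSC5 and TENM4 were highest in replicate 1 of the Tibetan standard-diet group, at 19.8, 3.82 and 0.884 FPKM. GPD1, THRSP, PDE3B and ACVR1C of that list were also expressed in Wuzhishan livers, so added adipocytes need not separate them. ADIPOQ and FABP4, abundant in fat cells, were not analysed here, and CFD of the earlier list was at 23.7 FPKM or more in every library. Expression of these genes by liver cells themselves, or a breed difference in fat storage, stays open as untested.

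Replicate 1 of the Tibetan standard-diet group stood apart, with a sample weight of 0.26, HAMP at 5.06 FPKM against 107 and 170 in its group, and ITIH4 at 409 against 1708 and 2309. That it is an HFC library is argued against, since the mean log2(FPKM + 1) of its cholesterol synthesis genes was 5.56 and the highest HFC library had 3.55. Library scaling is argued against too, since 9 loci passed between the breeds on standard diet after median centring, where 397 passed without this library. That it is a Wuzhishan library cannot be told apart from other causes. The breeds were separated by 1 locus, MSTRG.2686, with this library at FPKM of at least 1 at 0 of that 1, which is too few. Its Pearson r was 0.914 with replicate 1 of the Wuzhishan standard-diet group against 0.865 and 0.826 with its own group. With the other Wuzhishan libraries r was 0.881 to 0.898, and with replicates 1, 2 and 3 of the Tibetan HFC group 0.858, 0.905 and 0.866. Its cholesterol synthesis mean lay near the 5.58 to 5.79 of Wuzhishan pigs on standard diet rather than the 4.71 and 4.09 of its group. Its adipocyte mean of 3.66 lay far from the 1.22 to 1.38 of all Wuzhishan libraries. FOS (200 FPKM), JUN (269) and DNAJB1 (69.5) were also high in it, though its immediate early mean of 4.88 was below the 5.01 and 5.49 of replicates 1 and 2 of the Wuzhishan HFC group, and a difference in handling or in the piece of tissue sampled may be involved but was not tested.

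Splits of the libraries other than by diet or breed were counted for each limma result. With 10 splits of 6 libraries, no share under 0.05 can be reached. For the diet effect in Wuzhishan pigs 1 of 10 splits, the real one, gave 129 loci, and the highest of the others gave 2. In Tibetan pigs 2 of 10 splits gave as many as the real 66 loci. The other one gave 88 and set replicate 1 of the standard-diet group with replicates 2 and 3 of the HFC group, which points to a structure of the samples besides the diet. Between the breeds on standard diet the real count is 0, which all 10 of 10 splits reach by construction, so this count says nothing; the highest of the others gave 1. On HFC diet 1 of 10, the real one, gave 21 loci, and the highest of the others gave 2. For the mean diet effect 1 of 100 splits within the breeds, the real one, gave 365 loci. The highest of the others gave 8, so chance is an unlikely source of this count. For the interaction the real count is also 0, which 100 of 100 splits reach by construction, so this count says nothing; the highest of the others gave 7.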
